A study of Homo sapiens with 36 samples. Its data were reported in "Induction of senescence-associated secretory phenotype underlies the therapeutic efficacy of PRC2 inhibition in cancer" (2022).

How the data were processed

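Gene expression was measured by RNA sequencing in 36 libraries that fell into 12 groups of 3. Cells of the lines G401 and G402, derived from malignant rhabdoid tumours, and A2780, derived from an ovarian carcinoma, were cultured with 3 µM MAK683, which binds EED and inhibits the histone methyltransferase complex PRC2, or with the solvent DMSO. A further set of cultures carried the label A2780D6. The protocol gave 3 or 6 days of treatment without saying which set had which, and the study described 3 days for its RNA sequencing of G401, G402 and A2780. The time for A2780D6 was not stated. Xenografts of G401 cells, either WT or p16KO (CDKN2A edited by guide RNAs), grew in mice dosed orally with 100 mg/kg MAK683 or vehicle for 46 days. Total RNA was depleted of ribosomal RNA before library construction.

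The authors trimmed reads with Trim Galore 0.4.4 and deposited FPKM values (fragments scaled by transcript length and by the number of mapped fragments). They named the human build hg19 (GRCh37). In A2780D6, however, RN7SK was listed as ENSG00000283293, against ENSG00000202198 in G402 and A2780. That set therefore used another annotation, and whether its build was the same was not checked. The submitters' notes name RSEM and featureCounts, and which of them made which table was not stated. The aligner and annotation release were not given in the sources used here. The values came as 5 tables, 1 per culture set and 1 for all xenografts, with 57905 genes listed for G401, G402 and A2780, 61667 for A2780D6 and 19893 for the xenografts. Because the tables were made separately, levels were tested only within a table, levels set side by side across tables are descriptions, and across culture tables only the MAK683 effects were compared. Gene identifiers were matched to symbols for 95.9% of the genes of G401, G402 and A2780, 94.9% of A2780D6 and 98.5% of the xenografts.

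FPKM values carry no read counts, so the sequencing depth was unknown and no counting interval was given. The spacing of the lowest values gave a relative depth within a table, which ranged from 0.73 to 1.21 among the 11 xenograft libraries where it could be read, from 0.85 to 1.32 in A2780, from 1.0 to 1.45 in A2780D6 and from 0.81 to 1.0 in G402. Genes at 0.5 FPKM or more numbered 15099 to 16100 per library in G401, 16536 to 17872 in G402, 16830 to 19009 in A2780, 19172 to 20745 in A2780D6 and 12830 to 13809 in the xenografts. In G402 and A2780, the 5 highest genes, among them the small RNAs RN7SL2 and RN7SK, took 70.6% to 76.9% and 68.6% to 76.4% of all FPKM, against 8.4% to 10.1% in G401. Correlations of log2 values between replicates were lowest in G402, from 0.902 to 0.944, and were 0.931 to 0.97 in the other culture groups and 0.948 to 0.971 in the xenografts.

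Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), among genes at 0.5 FPKM or more in at least 3 libraries of the fit. The fits used empirical Bayes moderation with a mean trend and robust settings, two-sided tests and Benjamini-Hochberg adjustment over all genes tested. A gene was called higher or lower at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds of the study. The authors tested with DESeq2, so counts of called genes can differ from theirs for that reason alone. Each culture table had its own fit. The 12 xenograft libraries shared 1 fit of 4 groups, from which the MAK683 effect in each genotype, the genotype effect in each arm and the difference of the MAK683 effects (the interaction term) were drawn. Differences of the MAK683 effect between culture sets came from a fit of all 24 culture libraries. It gave 1 estimate of the spread per gene, so the noise of sets not being compared enters each SE. Fold changes on this scale understate changes of genes near 0, and a gene listed at 0 FPKM in every library of a group is given without a fold. A difference of effects that involves such a group depends on the value of 0.1 added, and so does its size. The groups, fits, thresholds, gene lists and naming rule were chosen before the data were examined.

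Gene lists were tested with limma camera, which compares a list with all other genes, at a preset correlation between genes of 0.01, and again with the correlation estimated from the data, each adjusted over the lists of a comparison. The second form gave far larger p-values even where the estimate was near the preset. SASP factors in G401 with the replicate block had an estimate of 0.011, and camera's unadjusted p was 2.49e-15 and 0.0161. A list lost in the second form is therefore not shown to hold correlated genes, and with 3 libraries per group few lists could pass it. The 24 lists covered PRC2 subunits, CDK inhibitors, proliferation, SASP factors (secreted by senescent cells), basement membrane, interstitial matrix, integrins, MHC class I presentation, type I interferon response, HOX genes, developmental transcription factors, neural crest, kidney development and nephron, axon guidance, synapse, p53 targets, cancer-germline genes, hypoxia response, ATF4 and unfolded protein response, cholesterol synthesis, housekeeping, ribosomal proteins, mitochondrially encoded genes and a study qPCR panel. The panel holds genes the study picked on related samples, so its direction is not independent evidence. Other lists share genes with it, such as IGFBP3 among SASP factors and HLA-B in MHC class I presentation. Several also cover themes the study reported from its RNA sequencing, such as SASP, matrix, interferon and antigen presentation genes. Their direction is not fully independent evidence either. A further 7 lists held markers of macrophages, endothelium, fibroblasts, erythroid cells, skeletal muscle, adipocytes and keratinocytes. PECAM1 and MYLPF were the listed genes that matched no identifier. Members called were counted over all genes and adjusted over the list alone. Only members that passed the filter on low values counted as measured. In a culture set, a member near 0 with DMSO passed it only if it was higher with MAK683. Counts of higher members are therefore favoured by the filter. A list's test, median and mean can differ in sign, as for the CDK inhibitors of A2780D6 (median -0.23, mean 1.04).

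Named genes followed a rule. Among called genes with all 3 treated libraries on one side of the 3 controls (chance alone puts 10% of genes there) and a higher mean of at least 1 FPKM, the 8 largest rises and 5 largest falls of each treatment comparison were taken. Small, ribosomal, mitochondrial, antisense and uncharacterised RNA genes, pseudogenes and cell type markers were left out of that ranking. For the genotype comparisons and the interaction, the 5 largest each way were taken. Up to 3 called members of each list, or else the member of lowest p, were added, as were CDKN2A, CDKN1A, EZH2, EED, SUZ12, MKI67 and the panel in every comparison. Every called gene named in the report with a fold change had its 3 libraries on one side of the 3 controls. The values given are means ± SD in FPKM with n = 3, and log2 fold changes ± SE.

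Pairing by replicate number was checked from the correlation of same-numbered libraries' deviations from their group means. It was 0.18, 0.51 and 0.36 in G402 and 0.29, 0.16 and 0.31 in A2780, so those numbers were taken to pair the libraries and values from a fit with the number as a block stand beside the results they change. In G401 (0.09, -0.03 and -0.01) and A2780D6 (0.14, 0.07 and 0.06) they were not. The labels did not state that replicates were separate cultures or animals, so a p-value measures the spread between these libraries, which may be technical. Overlaps of called genes were tested with Fisher's exact test, one-sided, over genes tested in both sets that share no library, and 15 pairs of sets in each direction were adjusted together. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1.

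Each fit was tested on simulated data, drawn with noise independent between genes and between libraries, so the pairing taken for G402 and A2780 was not simulated. The changed genes were drawn from those at 0.5 FPKM or more in every library. The shares below therefore do not cover genes near 0 with DMSO. Of the genes simulated with a 4-fold change, 89.6% were called in the G401 design with 15162 genes, 65.7% in G402 with 16664, 71.6% in A2780 with 17224, 70.1% in A2780D6 with 19433, 88.1% in the WT xenografts with 13823 and 86.6% in the interaction with 13828. At a 2-fold change, the size of the threshold, 28.4%, 10.4%, 17.9%, 25.4%, 28.4% and 22.4% were called in the same order. The alternatives were a pseudocount of 1, no filter on low values, rescaled libraries, moderation without trend and robust settings, the replicate block, each library left out in turn and each xenograft genotype fitted alone. Others were chosen after seeing the data, namely the block and left-out libraries for the differences between culture sets, all settings for overlaps, both libraries of a number left out, and removal of the 5 highest genes in G402 and A2780. The filter was applied again after a library was left out. A gene at 0.5 FPKM or more in only 3 libraries of a fit was therefore not tested without 1 of them. Reads of near-identical genes, such as HLA and histone genes, pseudogenes and paralogs, may have been split between copies, so their values are uncertain, as are those of genes that overlap on opposite strands, since no use of strand was stated.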

Results

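RNA-seq FPKM values were available for 36 libraries in 12 groups of 3. G401, G402, A2780 and A2780D6 cultures treated with MAK683 or DMSO made up 24 libraries, and WT and p16KO G401 xenografts from mice given MAK683 or vehicle (DMSO in the labels) made up the other 12. MAK683 blocks PRC2, which silences genes by methylating histone H3, so the comparisons asked which genes lay higher or lower after PRC2 was inhibited, whether the lines shared them, and whether the response of the tumours depended on p16. FPKM totals per library ran from 833847 to 878403 in G401, 2213385 to 2818979 in G402, 2101816 to 3021373 in A2780, 341299 to 370936 in A2780D6 and 201513 to 238809 in the xenografts, and the read depth behind them was unknown. SMARCB1, the chromatin remodelling subunit lost in rhabdoid tumours, stood at 0.0133 ± 0.0231 FPKM (SD, n = 3) in G401 with DMSO and at 0.11 or less on average in every xenograft group. It was at 6.19 ± 1.27 in G402 with DMSO, against 71 ± 6.27 in A2780. ARID1A, the subunit mutated in A2780, was at 37.1 ± 3.29 FPKM there and at 41.3 ± 1.5 in G401.

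CDKN2A, which encodes the cell cycle inhibitor p16 and is the target of the knockout, was examined first in every group. It is the gene ENSG00000147889 on chromosome 9, from 21967751 to 21995300 in GRCh37. In culture it rose with MAK683 from 21.2 ± 2.72 to 280 ± 42.6 FPKM in G401 and from 11.5 ± 0.505 to 65.2 ± 12.2 in G402. In the other culture sets it rose from 1.99 ± 0.626 to 42.1 ± 7.62 in A2780 and from 2.85 ± 1.59 to 55.4 ± 15.3 in A2780D6 (SD, n = 3). In the xenografts it was not called, at 11.2 ± 1.84 with DMSO and 12.9 ± 0.261 with MAK683 in WT tumours and at 36.3 ± 3 and 38.9 ± 4.68 in p16KO tumours. In a separate, shorter G401 xenograft experiment, the study reported higher CDKN2A mRNA by qPCR and higher p16 protein with MAK683. The CDKN2A level in p16KO tumours was above that in WT tumours by 1.70 ± 0.13 on the log2 scale with DMSO (limma adjusted p = 5.6e-06, higher in 3 of 3 libraries). The guides edit exon 2, and a gene-level value that also covers the overlapping ARF transcript need not fall after such an edit, so it does not check the genotype.

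**Figure D1:**
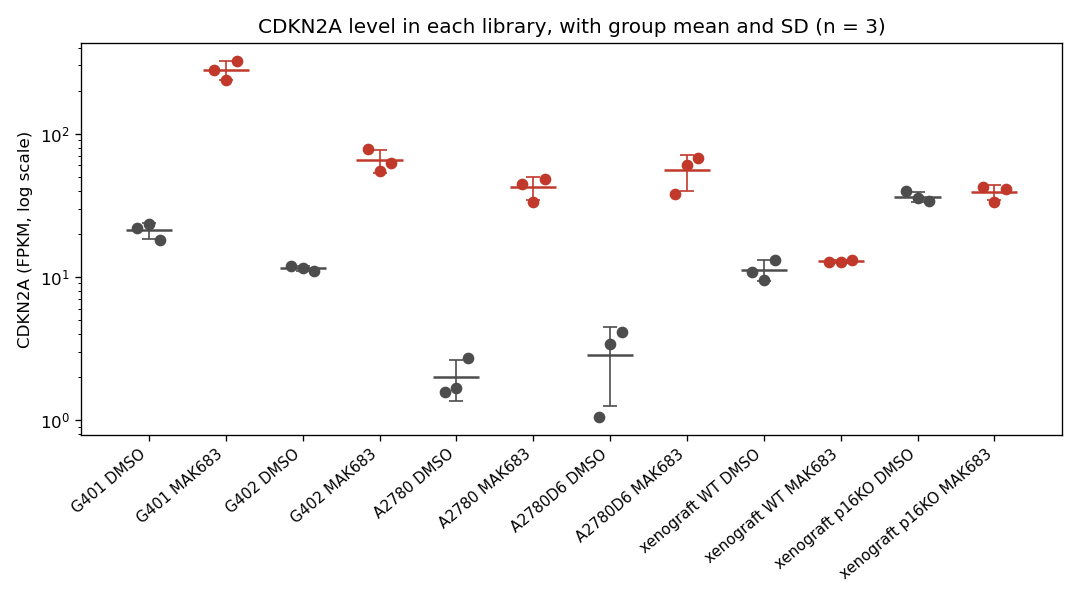
CDKN2A in each of the 36 libraries, in FPKM on a log axis, for DMSO (grey) and MAK683 (red) in each culture set and xenograft genotype; points are libraries, long bars are group means and error bars are SD (n = 3). In the 4 culture sets every MAK683 library lies above every DMSO library, whereas in the xenografts the arms lie close together, near 11.2 and 12.9 FPKM in WT and 36.3 and 38.9 FPKM in p16KO tumours.

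In cultured G401 cells, more genes rose than fell with PRC2 inhibition, and many cell cycle genes fell. ANKRD1, which encodes a cardiac muscle ankyrin repeat protein (ENSG00000148677, chromosome 10, 92671853 to 92680844), rose from 0.103 ± 0.0321 to 93.3 ± 29 FPKM, a log2 fold change of 8.81 ± 0.25 (adjusted p = 5.2e-07, higher in 3 of 3 libraries). The secreted disulfide isomerase AGR2 and the chemokine CCL2 were listed at 0 in all 3 DMSO libraries and reached 10.5 ± 5.46 and 9.8 ± 3.13 FPKM. NOG, an extracellular BMP antagonist, rose by 5.72 on the log2 scale to 13.6 ± 3.22 FPKM, and MEST, an imprinted gene, rose from 0.763 ± 0.337 to 37.6 ± 3.08. The transcription factors EN2, GATA4 and TBX3 rose by 5.52, 5.37 and 5.37, GATA4 from 0.00667 ± 0.0115 to 4.57 ± 1.95 FPKM.

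Grouped by function, 17 of the 43 measured SASP factors were higher and none was lower (18 when adjusted over the list alone). IGFBP3, which binds insulin-like growth factors, rose from 1.08 ± 0.36 to 26 ± 12.1 FPKM and the gelatinase MMP2 rose by 5.15 on the log2 scale. Of the 21 genes of the study qPCR panel, 13 passed the filter on low values. All 13 were higher, with a median log2 fold change of 3.64, although the study picked that panel and the filter left out panel genes that stayed low in both arms. Interstitial matrix genes were higher for 11 of 30, among them LUM, listed at 0 with DMSO and at 2.05 FPKM with MAK683. Basement membrane genes were higher for 7 of 21. The collagen IV chain COL4A1 rose from 0.00667 to 3.7 ± 1.81 FPKM and COL4A5 rose by 3.64. Developmental transcription factors were higher for 21 of 54 (21 adjusted over the list alone) and neural crest genes for 7 of 14, including SNAI2, a regulator of epithelial-mesenchymal transition, at 3.89. Of the MHC class I genes, HLA-B rose from 10.2 ± 0.86 to 42.9 ± 4.47 FPKM and HLA-C by 1.16 on the log2 scale, and the other 16 of 18 were not called. Smaller numbers were higher in axon guidance (7 of 42), synapse (6 of 33), p53 targets (4 of 28), HOX genes (3 of 32) and kidney development (3 of 16). The same held for hypoxia response (3 of 25), cholesterol synthesis (3 of 22), integrins (2 of 11) and type I interferon response (1 of 31). The CDK inhibitor CDKN2B, neighbour of CDKN2A, rose by 4.73 on the log2 scale, whereas CDKN1A was at 88.7 ± 15 against 74.6 ± 11.3 FPKM (adjusted p = 0.3).

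Proliferation genes fell for 30 of 40 (30 adjusted over the list alone), with a median log2 fold change of -1.20. MKI67, the gene of the Ki67 antigen (ENSG00000148773, chromosome 10, 129894923 to 129924687), fell from 31 ± 4.26 to 11.8 ± 1.66 FPKM (adjusted p = 0.00053, lower in 3 of 3 libraries). Cyclin A2 (CCNA2) fell from 59.8 ± 8.02 to 19.9 ± 2.49 and the replication helicase subunit MCM5 by 1.66 on the log2 scale. Among the largest falls were CDCA3, a mitotic entry factor, from 40.2 ± 4.05 to 10.6 ± 1.48, and WDR76, from 17.2 ± 2.5 to 4.2 ± 0.901. Of the PRC2 subunits 1 of 11 was lower, PHF19. EZH2 was at 16.2 ± 0.515 against 30.3 ± 4.96 FPKM, under the fold threshold. In all, limma called 1060 genes higher and 277 lower of 15776, and 666 higher with a pseudocount of 1. The camera test gave adjusted p = 2.7e-28 for the proliferation list, 5.99e-15 for the panel and 3.4e-13 for SASP factors. With an estimated correlation no list passed, with adjusted p = 0.107 for proliferation and adjusted p = 0.0652 for both the panel and SASP factors. The number of higher genes was 541, 497 and 431 without MAK683 replicate 1, 2 or 3. In these fits genes under 0.5 FPKM in every DMSO library no longer passed the filter, so part of the fall was built in. The call of PHF19 was lost without DMSO replicate 2 or 3 or MAK683 replicate 1 or 2. Of the 66 named calls, 59 held in every fit without 1 library that still tested the gene. Those near 0 in every DMSO library were not tested without a MAK683 library.

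In G402 few single genes passed the threshold. CDKN2A rose 2.48 ± 0.17 on the log2 scale (adjusted p = 0.017, higher in 3 of 3 libraries). The other called gene, RPL35AP17, a ribosomal protein pseudogene chosen for mention after its values were seen, was listed at 0 with DMSO and at 9.27 ± 2.54 FPKM with MAK683. Growth factor binding genes that rose in G401 were already abundant in these controls, with IGFBP3 at 1920 ± 328 FPKM with DMSO and 1810 ± 166 with MAK683, and IGFBP5 at 358 ± 80.8 and 462 ± 135. With the replicate number as a block, limma called 72 genes higher and 6 lower instead of 2 and 0, among 798 genes at an unadjusted p under 0.05 without the block and 2623 with it. Without the block, moderation without trend and robust settings called 97 higher and 18 lower. Genes called with the block included TBX3 (from 0.123 ± 0.121 to 2.68 ± 1.35 FPKM, adjusted p = 0.041 with the block and 0.18 without) and the protease inhibitor SERPINE2 (from 1.16 ± 0.214 to 6.93 ± 0.875, adjusted p = 0.024 and 0.056). In the same way CCL2 (from 4.34 ± 0.921 to 23.6 ± 10.7, adjusted p = 0.026 and 0.13) and HLA-B (from 23.7 ± 12.7 to 74.9 ± 30.2, adjusted p = 0.036 and 0.62) were called.

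Of the G402 lists, interstitial matrix (median log2 fold change 0.50), MHC class I presentation (0.41), type I interferon response (0.36), developmental transcription factors (0.51) and SASP factors (0.17) lay above other genes, and the proliferation list lay below them, at -0.60. Camera's adjusted p was 1.9e-07, 1.9e-07, 1.2e-08, 6.11e-07, 8.47e-05 and 7.42e-06 in that order, and none passed with an estimated correlation, with adjusted p = 0.316, 0.196, 0.173, 0.107, 0.203 and 0.547. No member of these lists was called over all genes without the block. Adjusted over the list alone, 5 matrix, 5 developmental, 4 SASP and 2 interferon genes passed, and 4 of 11 panel genes. With the block 2 matrix genes, 3 SASP genes, 1 MHC gene, 1 developmental gene and 3 panel genes were higher. With it 2 proliferation genes were lower, among them BUB1B, a kinase of the mitotic checkpoint, at 7.01 ± 5.1 against 14.6 ± 9.3 FPKM. The block also brought the synapse list (adjusted p = 0.0315 against 0.0657 without it), and in the lower direction p53 targets (0.00978 against 0.236) and the ATF4 list (0.0104 against 0.431), past the threshold. With an estimated correlation these had adjusted p = 0.306, 0.405 and 0.334. Leaving out any 1 library ended the call of CDKN2A (adjusted p from 0.09 to 0.17). The number of higher genes was 0 without any single MAK683 replicate (1, 2 or 3) and 1 without DMSO replicate 2 or 3.

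In A2780 the genes that rose included some developmental regulators. The neurite growth factor NRN1 and the RNA gene CRNDE were listed at 0 in the 3 DMSO libraries and reached 15.2 ± 6.79 and 9.86 ± 1.06 FPKM with MAK683. SESN3, a stress-response sestrin (ENSG00000149212, chromosome 11, 94898677 to 94965705), rose from 0.0367 ± 0.0115 to 10.5 ± 3.67 FPKM, a log2 fold change of 6.21 ± 0.41 (adjusted p = 0.0013, higher in 3 of 3 libraries). PAX6, a master regulator of eye development, rose from 1.04 ± 0.281 to 21.2 ± 2.84 and HOXC13 from 0.0267 to 4.37 ± 0.643 FPKM.

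Developmental transcription factors were higher for 10 of 52 in A2780 (22 adjusted over the list alone, 12 with the replicate block), HOX genes for 2 of 17 (7 over the list alone, 5 with the block), and kidney development genes for 2 of 14 (3 with the block). Panel genes were higher for 2 of 10 (4 with the block), SASP factors for 3 of 37 (5 with the block), axon guidance genes for 3 of 32 (7 with the block) and basement membrane genes for 2 of 21 (3 with the block). The laminin chain LAMB1 rose from 7.51 ± 3.02 to 49.3 ± 5.26 FPKM and the SASP factor IGFBP2 from 7.09 ± 0.903 to 46.7 ± 3.87. Interferon response genes were higher for 3 of 28, among them IFITM1, a membrane protein that restricts virus entry, from 25.7 ± 5.46 to 61.8 ± 9.37. HLA-B rose from 16.4 ± 5.46 to 45.7 ± 7.58 (adjusted p = 0.041). The proliferation list lay at a median of -0.35 with no member called, MKI67 being at 50.5 ± 9.65 against 72.5 ± 1.94 FPKM (adjusted p = 0.23). Limma called 203 genes higher and 8 lower of 18061, and with the block 381 and 15, which included all 203 and all 8. Without trend and robust settings the counts were 385 and 15, and with a pseudocount of 1 the lower count was 5.

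For A2780, camera's adjusted p was 1.67e-13 for developmental factors, 4.99e-07 for HOX genes, 4.88e-06 for SASP factors, 2.83e-07 for axon guidance, 2.34e-08 for the panel and for basement membrane and 3.99e-15 for proliferation. With an estimated correlation, developmental factors, SASP factors and axon guidance passed (adjusted p = 0.0387 each), but not with the block as well (adjusted p = 0.136 each). HOX genes and basement membrane had adjusted p = 0.116, and the panel and proliferation adjusted p = 0.117, with an estimated correlation. CDK inhibitors passed at adjusted p = 0.0359 (adjusted p = 0.36 with an estimated correlation) and not with the block (0.13). The higher count was 82 and 84 without DMSO replicate 1 or 2 and 9, 7 and 8 without MAK683 replicate 1, 2 or 3. The lower count was 0, 0 and 4 without DMSO replicate 1, 2 or 3 and 2, 1 and 1 without MAK683 replicate 1, 2 or 3. Of the 32 named calls, 13 held in every fit without 1 library that still tested the gene. Among them were CDKN2A, PAX6 and IGFBP2. SESN3 and HOXC13 also counted as held, but their DMSO values were near 0. They failed the filter when a MAK683 library was left out, so those fits did not test them. LAMB1 was lost without MAK683 replicate 2 or 3, and IFITM1 and HLA-B without any library but DMSO replicate 3.

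In A2780D6 the genes that rose included developmental, renal and matrix genes. SESN3 rose from 0.0464 ± 0.022 to 61 ± 9.74 FPKM, a log2 fold change of 8.70 ± 0.20 (adjusted p = 2.8e-06, higher in 3 of 3 libraries). The collagen IV chain COL4A2 rose from 0.00202 to 11 ± 0.736. SMARCA2, an ATPase of the SWI/SNF complexes, was listed at 0 in the 3 DMSO libraries and reached 8.15 ± 0.76 FPKM. NRN1, IGFBP5, CCL2 and GATA4 were likewise listed at 0 with DMSO, and reached 14.6, 6.29 ± 0.956, 4.63 ± 1.77 and 3.32 ± 0.301 FPKM. Kidney development genes were higher for 10 of 16, among them WT1, LHX1 and SALL1, transcription factors of the early nephron, at log2 fold changes of 3.83, 3.61 and 4.90. HOX genes were higher for 12 of 20, developmental transcription factors for 25 of 58 (26 adjusted over the list alone) and interstitial matrix genes for 12 of 25. Basement membrane genes were higher for 6 of 20, SASP factors for 10 of 38 and panel genes for 8 of 13. Among p53 targets 6 of 28 were higher, such as the antiproliferative gene BTG2, from 8.55 ± 0.564 to 27.9 ± 5.05, and the death receptor FAS, at 1.76. CDKN1A was at 34.1 ± 10.3 against 17.4 ± 1.92 FPKM, under the fold threshold.

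Synapse genes were higher for 7 of 34 in A2780D6, axon guidance genes for 9 of 36, interferon response genes for 6 of 29 and MHC class I genes for 2 of 18. HLA-B rose from 11.8 ± 2.55 to 33.9 ± 3.8 FPKM. Proliferation genes were lower for 8 of 40, with a median of -0.82. CCNA2 fell from 49.2 ± 2.15 to 21.4 ± 2.82 FPKM, the thymidylate synthase gene TYMS from 122 ± 0.402 to 58.5 ± 8.57 and the replication-dependent histone H2BC6 from 170 ± 17 to 52.2 ± 3.76. Limma called 1015 genes higher and 186 lower of 20404, and 591 and 87 with a pseudocount of 1. Camera's adjusted p was 8.55e-15 for developmental factors, 7.62e-10 for kidney and for basement membrane, 5.78e-12 for the panel, 2.22e-08 for p53 targets and 5e-07 for synapse genes, and these held with an estimated correlation (adjusted p = 0.0274 each). Proliferation (1.35e-20), HOX genes (4.95e-10), interstitial matrix (7.29e-09) and SASP factors (3.97e-06) did not, with adjusted p = 0.0906, 0.0559, 0.14 and 0.0906. The lists that held did so only without the replicate block, which was not adopted for this set. With the block as well, adjusted p was 0.129 for synapse genes and 0.0984 for the others. The higher count was 281, 221 and 297 without MAK683 replicate 1, 2 or 3, and the lower count was 118 without DMSO replicate 3, 104 and 120 without MAK683 replicate 1 or 2. TYMS was not called without MAK683 replicate 1.

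**Figure D2:**
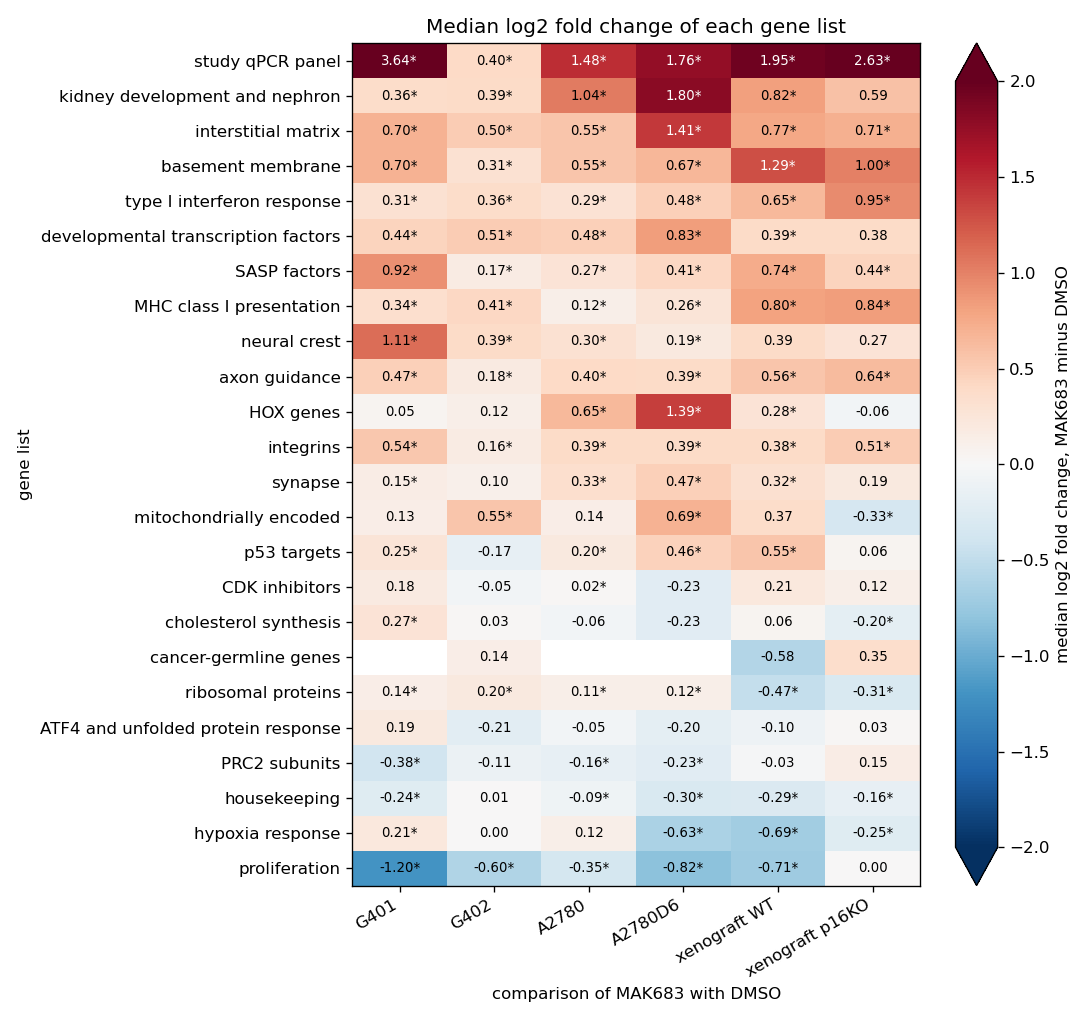
Median log2 fold change (MAK683 minus DMSO) of each gene list in the 4 culture sets and 2 xenograft genotypes, as colour and number; a star marks a camera adjusted p of at most 0.05 at the preset correlation, and blank cells had too few measured members. The study qPCR panel lies at the top, from 0.40 to 3.64, and the proliferation list at the bottom, from -1.20 in G401 to 0.00 in p16KO xenografts.

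Across lines, the genes that rose overlapped far more than expected from independent lists. G401 and A2780 shared 68 higher genes against 6.66 expected (123 against 13.1 with the block), G401 and A2780D6 shared 249 against 26.6, and A2780 and A2780D6 shared 125 against 7.41 (226 against 14.4 with the block). Fisher's exact test gave adjusted p = 1.5e-51, 8.94e-192 and 3.44e-131. CDKN2A was the 1 gene of 12903 called higher in all of G401, G402 and A2780 (0.00023 expected), and with the replicate block there were 7, namely CDKN2A, CRNDE, FYN, HLA-B, NPTX2, PNMA2 and SERPINE2. Without trend and robust settings there were 10, and the shared higher genes were 128 for G401 and A2780 and 214 for A2780 and A2780D6. The 1 common gene was 0 when any single G402 library was left out. Lower genes shared by G401 and A2780D6 numbered 48 against 2.18 expected (adjusted p = 2.21e-52). With a pseudocount of 1 these sets shared 140 higher and 26 lower genes, and 377 higher without the filter.

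The test of the difference between sets picked out several panel genes. Relative to G401, the MAK683 effect in G402 was more negative for 488 genes and more positive for 217 of 23755 (102 with a pseudocount of 1). The former included 8 panel genes, such as IGFBP3 (a difference of -4.50 ± 0.53 on the log2 scale, adjusted p = 2.2e-05) and FAS (-2.42 ± 0.37, adjusted p = 0.00046). For A2780 against G401 the counts were 424 and 218, with ROBO1 (-1.61 ± 0.29, adjusted p = 0.0024) and MMP10 (-2.45 ± 0.64, adjusted p = 0.043) among 7 panel genes. A2780D6 exceeded A2780 for 152 genes and lay below it for 34, against 327 and 95 without the filter, 331 above it after rescaling and 52 below it without trend and robust settings. The former included CCL2 and IGFBP5, listed at 0 with DMSO in both sets and at 0.0633 and 0.35 FPKM with MAK683 in A2780 against 4.63 and 6.29 in A2780D6. CDKN2A did not pass in any of these, with differences of -1.24 ± 0.48, 0.65 ± 0.48 and 0.03 ± 0.48 and adjusted p = 0.26, 0.73 and 1. Its SE was pooled over all culture sets, including A2780D6 with DMSO at 1.05, 3.39 and 4.09 FPKM. The missing call for G402 against G401 therefore does not show equal effects in these lines. The panel differed from other genes between G402 and G401 (adjusted p = 5.16e-10) and between A2780 and G401 (3.11e-10), also with an estimated correlation (adjusted p = 0.0261 and 0.0479). The study picked the panel partly on G401, so a weaker effect of these genes in other lines partly follows from that choice. The difference also passed for the PRC2 subunits between G402 and G401 (adjusted p = 0.000889, and adjusted p = 0.0236 with an estimated correlation). With the replicate block the more positive count was 385 for G402 and 408 for A2780 against G401, and the count below A2780 was 105. The G402 counts were 336 (more positive) without G402 DMSO replicate 2 and 284 (more negative) without G401 MAK683 replicate 3, and the more negative A2780 count was 245 without the latter. The A2780D6 counts were 84 and 86 above A2780 without A2780D6 MAK683 replicate 2 or 3, 103 below it without A2780D6 DMSO replicate 1 and 53 without A2780D6 MAK683 replicate 2.

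In WT xenografts, MAK683 raised some matrix, basement membrane, antigen presentation and interferon genes. DCN, the matrix proteoglycan decorin (ENSG00000011465, chromosome 12, 91534261 to 91576994), rose from 0.123 ± 0.15 to 19.2 ± 9.36 FPKM, a log2 fold change of 6.53 ± 0.50 (adjusted p = 6.3e-05, higher in 3 of 3 libraries). FN1, fibronectin, rose from 1.71 to 16.5 ± 6.22. Matrix genes were higher for 13 of 34 and basement membrane genes for 11 of 27, with 1 lower, such as the laminin chains LAMA4 (from 1.03 to 11.9 ± 2.86 FPKM) and LAMB1 (from 4.43 to 38 ± 16.1). Fibroblast markers moved with them, 6 of 10 being higher (THY1, LUM, DCN, POSTN, FAP and PDGFRA). MHC class I genes were higher for 8 of 21 (9 adjusted over the list alone), HLA-B rising from 13.4 ± 1.28 to 56.4 ± 12.7 FPKM. Interferon response genes were higher for 10 of 40, among them the GTPase GBP1, from 0.0114 to 1.38 ± 0.168 FPKM.

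SASP factors in WT xenografts were higher for 18 of 49 and lower for 1 (21 and 1 adjusted over the list alone), including SERPINE2 at a log2 fold change of 4.61. In the panel 11 of 18 genes were higher, such as MMP10, from 0.308 ± 0.193 to 5.75 ± 1.78 FPKM. FAS rose from 0.394 to 3.54 ± 0.164 among 6 higher p53 targets of 29, and GCG, the glucagon gene, from 1.31 ± 0.807 to 41.6 ± 12.4 FPKM. Of the other lists 17 of 68 developmental factors, 8 of 45 axon guidance genes, 8 of 44 synapse genes and 7 of 24 kidney genes were higher, with 1 axon guidance and 1 synapse gene lower. MKI67 was at 8.91 ± 1.53 against 12.6 ± 1.23 FPKM (adjusted p = 0.041), under the fold threshold, and 3 of 40 proliferation genes were called lower. These were CCNA2 (8.62 ± 2.86 against 16.7 ± 1.79 FPKM), UBE2C and CENPA (log2 fold changes of -1.03 and -1.06). Hypoxia response genes were lower for 7 of 26 and higher for 1, with the hexokinase HK2 falling from 15.6 ± 6.57 to 2.93 ± 0.562. Telomerase (TERT) fell by 2.61 on the log2 scale, and the ribosomal protein list lay at a median of -0.47 with 2 of 59 called lower.

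Limma called 1054 genes higher and 343 lower of 14305 in the WT tumours, and 667 and 163 with a pseudocount of 1. Camera's adjusted p was 2.12e-07 for matrix, 2.1e-05 for basement membrane, 4.23e-06 for MHC class I and for interferon genes, 2.18e-06 for SASP factors, 2.4e-06 for p53 targets, 7.94e-13 for proliferation, 9.01e-05 for hypoxia and 6.32e-12 for ribosomal proteins. With an estimated correlation only the fibroblast markers passed (adjusted p = 0.0328, against 1.7e-06 at the preset correlation). The others had adjusted p = 0.224 for SASP factors, adjusted p = 0.338 for hypoxia and adjusted p = 0.23 for the remaining lists. Without library M8, which had 12.4% of its FPKM in mitochondrial genes, the counts were 581 and 163, and CCNA2, UBE2C and CENPA were not called without M8 or without DMSO library V18R.

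In p16KO xenografts some matrix, antigen presentation and interferon genes were higher, and no proliferation gene was called. AMOT, an angiomotin of cell junctions (ENSG00000126016, chromosome X, 112017731 to 112084059), rose from 0.0667 ± 0.0306 to 17.5 ± 6.49 FPKM, a log2 fold change of 6.65 ± 0.44 (adjusted p = 6.2e-05, higher in 3 of 3 libraries). The axon guidance receptor ROBO1 rose from 1.16 ± 0.351 to 13.4 ± 1.97. Interferon response genes were higher for 12 of 40 and lower for 1 (16 and 1 adjusted over the list alone), with GBP1 rising from 0.583 to 4.28 ± 1.46 FPKM. MHC class I genes were higher for 9 of 21, with HLA-B from 14.8 ± 5.14 to 51.3 ± 21.4, and basement membrane genes for 10 of 27 and lower for 1, with COL4A5 from 0.0629 to 7.79 ± 5.42 FPKM. SASP factors were higher for 9 of 49 and lower for 1, IGFBP5 rising from 0.813 ± 0.545 to 16.4 ± 6.69 and the stress cytokine GDF15 falling by 1.14 on the log2 scale to 20.1 FPKM. Matrix genes were higher for 6 of 34, axon guidance genes for 8 of 45, panel genes for 12 of 18 and fibroblast markers for 5 of 10. MKI67 was at 18.6 ± 2.29 against 18.3 ± 2.81 FPKM (adjusted p = 0.94).

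In the p16KO tumours limma called 664 genes higher and 66 lower. Camera's adjusted p was 6e-09 for interferon genes, 7.78e-07 for MHC class I, 1.31e-06 for basement membrane, 3.22e-05 for matrix, 1.91e-05 for axon guidance, 0.0245 for SASP factors and 8.73e-13 for ribosomal proteins, whose median was -0.31. These were lost with an estimated correlation (adjusted p = 0.152 for axon guidance, adjusted p = 0.426 for SASP factors and adjusted p = 0.21 for the rest), unlike the fibroblast markers (5.05e-06, and adjusted p = 0.0405 with an estimated correlation). Proliferation had adjusted p = 0.145 and a median of 0.00. The higher count was 441 without DMSO library V5, 342 without M27 and 267 without M29R, the lower count was 43 without M27 and 30 without M29R. Of the 53 named calls 32 held whichever library was left out, with GDF15 lost without V5 or M29R.

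WT and p16KO xenografts shared 354 higher genes against 48.9 expected (Fisher's exact adjusted p = 9e-237) and 12 lower genes against 1.58 (9.84e-08). Both effects came from 1 fit with a shared estimate of the spread per gene, so their calls were not independent as the test assumes. This overlap was not recomputed with each genotype fitted alone. Higher genes of cultured G401 were shared with WT xenografts for 310 against 40.2 expected and with p16KO xenografts for 232 against 24.9 (adjusted p = 3.95e-217 and 2.41e-183). Lower genes of cultured G401 were shared with WT xenografts for 28 against 4.84 (1.2e-13) and with p16KO xenografts for 1 against 0.941 (adjusted p = 0.921). With a pseudocount of 1 the shared higher genes were 165, 160 and 129 in this order of pairs, and the shared lower genes 7, 8 and 0. No gene of the 10536 tested in all sets was called in the same direction in all 6.

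At the preset correlation, the difference of the MAK683 effects, p16KO minus WT, separated the genotypes most for the proliferation and p53 lists. Neither list passed with an estimated correlation. The proliferation list lay at a median difference of 0.72 (camera adjusted p = 3.75e-10, and adjusted p = 0.609 with an estimated correlation), with 0 of 40 members called over all genes and 2 adjusted over the list alone. Its median log2 FPKM ran from 3.97 to 4.12 in WT tumours with DMSO and from 2.87 to 3.54 with MAK683, and from 4.27 to 4.39 and 4.18 to 4.53 in p16KO tumours. Without library M8 the median difference was 0.46. The p53 targets lay at -0.60 (adjusted p = 3.75e-10, and adjusted p = 0.267 with an estimated correlation), with 1 of 29 lower (4 adjusted over the list alone). HOX genes lay at -0.45 (6.88e-05, and adjusted p = 0.267 with an estimated correlation) and SASP factors at -0.33 with 2 of 49 lower (0.00465, and adjusted p = 0.433). The panel did not differ from other genes (adjusted p = 0.865, with 0 called of 18), nor did CDKN2A pass (-0.12 ± 0.19, adjusted p = 0.78).

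Limma called 113 genes with a more positive and 107 with a more negative effect in p16KO tumours (162 more negative with a pseudocount of 1), and 2704 genes had an unadjusted p under 0.05. BOC, a hedgehog co-receptor (ENSG00000144857, chromosome 3, 112929850 to 113006306), was at 21.9 ± 7.5 and 28.7 ± 8.37 FPKM in WT tumours with DMSO and MAK683 and at 0.704 ± 0.648 and 22 ± 2.7 in p16KO tumours, a difference of 4.65 ± 0.63 (adjusted p = 0.0077). ANXA1, the phospholipid-binding annexin A1, was at 1.47 ± 0.845 and 29 ± 14.2 in WT and 243 ± 162 and 117 ± 59.6 in p16KO tumours, a difference of -5.18 ± 0.76 (adjusted p = 0.011). The matrix gene OGN was at 0.172 and 6.48 ± 1.76 in WT and under 0.1 FPKM on average in both p16KO arms. The share of called genes with a more positive effect, 51.4%, was 38.9% after the libraries were rescaled. The more positive count was 61, 74 and 53 without WT DMSO library V1, V18R or V3, and 75 and 51 without WT MAK683 library M14 or M8. It was 67, 57 and 71 without p16KO DMSO library V1, V5 or V7, and 34 and 36 without p16KO MAK683 library M27 or M29R. The more negative count was 61 without WT DMSO library V3, 48 and 37 without M14 or M8, 60 and 58 without p16KO DMSO library V1 or V7, and 39 and 55 without M27 or M29R.

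**Figure D3:**
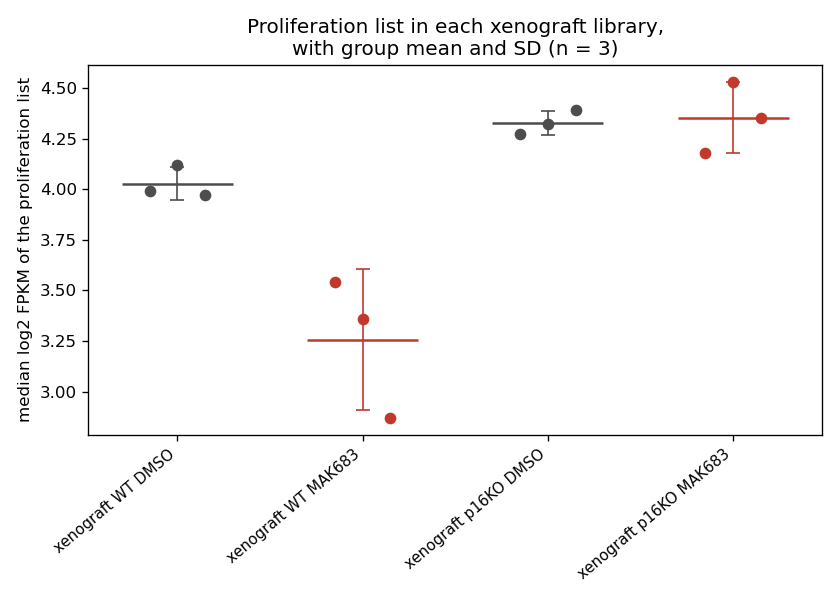
Median log2 FPKM of the 40 proliferation genes in each of the 12 xenograft libraries, for DMSO (grey) and MAK683 (red) in WT and p16KO tumours; points are libraries, long bars are group means and error bars are SD (n = 3). The WT MAK683 libraries lie from 2.87 to 3.54, below the WT DMSO libraries at 3.97 to 4.12, and the p16KO arms overlap, from 4.18 to 4.53.

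Between genotypes, p16KO and WT tumours differed widely already with DMSO. All p16KO tumours came from 1 edited clone, so an effect of p16 loss and other traits of that clone could not be told apart in either arm. The carbonyl reductase CBR1 was at 32.6 ± 20.2 FPKM in p16KO against 0.048 ± 0.0417 in WT tumours, and the adhesion molecule CHL1 at 0.153 ± 0.156 against 70 ± 12.9. ARMCX2 was listed at 0 in the 3 p16KO DMSO libraries against 11.2 ± 1.33, and each of these differences held in 3 of 3 libraries (adjusted p = 1.8e-06, 1.8e-06 and 2.9e-08). Synapse genes were lower in p16KO tumours for 16 of 44 and higher for 2, matrix genes lower for 13 of 34 and higher for 3, and p53 targets higher for 9 of 29, including FAS, by 2.17 on the log2 scale. Limma called 965 genes higher and 918 lower (630 and 552 with a pseudocount of 1), and the share of called genes that were higher, 51.2%, was 47% after rescaling. Camera's adjusted p was 1.73e-07 for p53 targets, 1.54e-06 for synapse and 0.000148 for matrix genes, and with an estimated correlation adjusted p = 0.344, 0.18 and 0.404.

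With MAK683, proliferation genes were higher in p16KO than in WT tumours for 23 of 40, with a median of 1.09, MKI67 by 1.06 ± 0.16 (adjusted p = 0.00044, higher in 3 of 3 libraries). Hypoxia response genes were higher for 15 of 26 and lower for 2, and SASP factors were lower for 14 of 49 and higher for 3, such as MMP10, CCL25 and IL6, at log2 differences of -2.51, -2.81 and -2.48. HOX genes were lower for 13 of 37 and higher for 3. Limma called 1395 genes higher and 1021 lower, and 929 higher with a pseudocount of 1. Rescaling moved the median of all genes from 0.153 to 0.006 and the share of called genes that were higher from 57.7% to 47.5%, so these differences are relative to the other genes of a library. Camera's adjusted p was 3.66e-10 for proliferation, 0.00199 for hypoxia, 0.00167 for SASP factors and 3.05e-05 for HOX genes, and with an estimated correlation adjusted p = 0.466, 0.634, 0.354 and 0.189. MKI67 was not called without library M21R or M27.

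Integrins lay above other genes at the preset correlation with MAK683 in each culture set and xenograft genotype, with adjusted p from 0.000186 in A2780 to 0.0494 in p16KO tumours. None held with an estimated correlation, with adjusted p = 0.113 in G401, 0.196 in G402, 0.116 in A2780, 0.239 in A2780D6, 0.23 in WT and 0.48 in p16KO tumours. The CDK inhibitors did not pass outside A2780 (adjusted p from 0.0961 to 0.458), and the ATF4 and unfolded protein response list did not pass in any of these comparisons without the block (0.205 to 0.794). Housekeeping genes lay slightly below other genes, at medians of -0.24 in G401, -0.30 in A2780D6 and -0.29 in WT tumours (adjusted p = 0.0151, 0.00128 and 0.00889), and with an estimated correlation adjusted p = 0.392, 0.285 and 0.286. The mitochondrially encoded list was at 0.55 in G402 and 0.69 in A2780D6 (1.72e-06 and 0.000802, and with an estimated correlation adjusted p = 0.334 and 0.285). Cholesterol synthesis was at 0.51 and the 4 cancer-germline genes at -2.19 in p16KO against WT tumours with DMSO (0.000102 and 0.000332, and adjusted p = 0.0477 for both with an estimated correlation). Fibroblast markers lay above other genes in A2780 (1.41e-05, with 1 of 5 higher) and in A2780D6 (1.1e-07, with 6 of 8 higher), also with an estimated correlation (adjusted p = 0.0237 and 0.0185), but not in A2780 with both that and the block (adjusted p = 0.0586). Of the other cell type markers, the macrophage list did not pass in G401 or between the xenograft arms (adjusted p = 1, 0.602 in WT and 0.162 in p16KO tumours). Host cells of the tumours were mouse cells and the values are for human genes, so this list cannot decide whether host macrophages increased. The study reported high mouse macrophage staining with MAK683 in tumours of both genotypes. The skeletal muscle list did not pass in the tumours (0.602 and 0.584), nor the endothelial list in the culture differences, where alone it was tested (0.146 to 0.909). Erythroid, adipocyte and keratinocyte markers had too few measured genes for a test.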

Values the study reported

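The study called genes changed at a log2 fold change of 1 in either direction and a false discovery rate of 0.05, and counted 48 genes as upregulated by MAK683 in G401, G402 and A2780 alike. For the G401 xenografts it gave a tumour growth inhibition of 91.25% in WT tumours and of 54.18% in tumours without p16.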

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

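The tests that weigh explanations for the few calls in G402, the fibroblast markers and the proliferation list were chosen, or put to that use, after the results were seen, unlike the differences between sets and the regroupings of libraries. Splitting the 6 libraries of a comparison into 3 and 3 in every way gave 10 splits, too few for a share under 0.05. The real split called 1337 genes in G401, 211 in A2780, 1201 in A2780D6, 1397 in WT and 730 in p16KO xenografts, against at most 1, 3, 3, 0 and 1 in any other split, so 1 of 10 reached the real count. In G402 the real split called 2 and another called 7, and 5 of 10 reached 2. With the replicate block there were 4 splits, again too few, with 78 real calls in G402 and 396 in A2780 against at most 1 and 2. Between genotypes the real counts were 1883 with DMSO and 2416 with MAK683, against at most 1 and 2.

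The MAK683 effect differed between the xenograft genotypes for 113 genes upward and 107 downward, 220 in all, and the highest count among the other rearrangements of the residuals was 3, so that 1 of 100 reached it. Between culture sets the effect differed for 217 and 488 genes (G402 minus G401), 218 and 424 (A2780 minus G401) and 152 and 34 (A2780D6 minus A2780). Of 100 rearrangements, the real one included, 1, 1 and 2 reached the real totals of 705, 642 and 186, but others called up to 664, 230 and 393. The cause of those high counts was not tested. The rearrangements moved residuals of a fit without the replicate block, so they ignored the pairing taken for G402 and A2780. They therefore cannot decide how far these counts could arise by chance. Relative to G401, the effect in G402 was lower for FAS (-2.42), MMP2 (-2.85), CCL2 (-4.24), IGFBP5 (-3.35), GATA4 (-4.80), IGFBP3 (-4.50), MMP10 (-2.42) and ROBO1 (-1.33). In A2780 it was lower for MMP2 (-3.96), CCL2 (-6.07), GATA4 (-1.70), IGFBP3 (-4.26), MMP10 (-2.45), ROBO1 (-1.61) and COL4A5 (-3.30). A2780D6 exceeded A2780 for CCL2 (4.98), IGFBP5 (4.02), IGFBP3 (3.06) and ITGA2 (2.27). Some of these genes were listed at 0 with DMSO in a set compared, namely CCL2, IGFBP5, GATA4, IGFBP3 and MMP2, so the size of those differences depends on the value of 0.1 added before the logarithm.

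G402 had 2 called genes, the fewest of the culture sets. Libraries of 1 replicate number deviating together could have widened the spread, since 78 genes were called with the block, but moderation without trend and robust settings called 97 higher and 18 lower without it, so the way variances were moderated could also have lowered the count. Whether a few short RNAs taking most of the FPKM lowered it stayed open. Without the 5 highest genes and with equal totals 787 genes had an unadjusted p under 0.05, against 798, but this does not restore reads those RNAs took from other genes.

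Fibroblast markers were higher in the treated xenografts of both genotypes, with medians of 1.61 (SE 0.70) in WT and 1.23 (SE 0.67) in p16KO tumours. Each SE in this paragraph is that of a mean across marker genes and does not measure the spread between tumours. More host cells of every kind stayed open. The 11 other host markers, at 0.37 (SE 0.41) and -0.03 (SE 0.39), lay below these, but by less than 2 times the combined SE. With genes in place of tumours as replicates, this test cannot decide the question. More host fibroblasts, or reads from them counted on the human build, may still explain part of it. Of the 6 markers called in WT tumours, 4 were tested in cultured G401, which has no host cells, and 3 of them were called higher there. A response of the tumour cells could therefore give the same pattern, and 6 of the 10 markers also belong to the interstitial matrix list, so the question stayed open.

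The proliferation list was lower with MAK683 in WT xenografts and not in p16KO xenografts, with a median difference of 0.72, but with an estimated correlation adjusted p = 0.23 in WT tumours and 0.609 for the difference, and 0 of 40 members were called in the latter. Library M8 was not its whole cause, since the difference was 0.46 without it, nor was scaling, since it was 0.65 after rescaling. Differences between the p16KO clone and the WT cells other than p16 loss could also give it, as 1883 genes already differed between the genotypes with DMSO, against 2416 with MAK683. These data did not separate that from an effect of p16. The study stained tumours of this experiment for the Ki67 protein and reported fewer positive cells with MAK683 in both genotypes. The flat RNA values in p16KO tumours therefore do not show that proliferation was unchanged there.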

How the results depend on the processing

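Some alternatives were chosen after the data were seen, as stated under the methods. No named gene or list changed sign while called, and where a value moved the cause was not tested. Counts without a library can also fall because genes that passed the filter in only 3 libraries leave the test without 1 of them. How much of each fall this made was not measured. After rescaling, the larger side of 3 pairs of counts turned from higher to lower, at 889 and 1003 between genotypes with DMSO, 1111 and 1230 with MAK683 and 98 and 154 for the xenograft difference. With a pseudocount of 1 in place of 0.1, the higher and lower counts were 666 higher in G401, 5 lower in A2780, 591 and 87 in A2780D6, 667 and 163 in WT xenografts, 630 and 552 between genotypes with DMSO, 929 higher between them with MAK683, 162 more negative in the xenograft difference and 102 more positive in G402 minus G401. The shared higher genes were then 140 (G401 and A2780D6), 160 (G401 and WT xenografts), 129 (G401 and p16KO xenografts) and 165 (both xenografts), and the shared lower genes 26 (G401 and A2780D6), 7 (both xenografts), 8 (G401 and WT) and 0 (G401 and p16KO). Without trend and robust moderation G402 had 97 and 18 calls, A2780 385 and 15, A2780D6 minus A2780 52 more negative, the genes common to G401, G402 and A2780 were 10, the shared higher genes were 128 (G401 and A2780) and 214 (A2780 and A2780D6), and the shared lower genes of G401 and p16KO xenografts were 0. With the replicate block G402 had 72 and 6, A2780 381 and 15, the more positive counts were 385 (G402 minus G401) and 408 (A2780 minus G401), A2780D6 minus A2780 had 105 more negative, the common genes were 7 and the shared higher genes 123 and 226, and the block moved no other count by more than 1.5 times. Without the filter A2780D6 minus A2780 had 327 and 95, G401 and A2780D6 shared 377 higher genes and G401 and p16KO xenografts 0 lower. After rescaling A2780D6 minus A2780 had 331 more positive. Without both libraries of replicate number 1, 2 or 3, G402 had 0, 0 and 0 higher, and A2780 0, 0 and 11 higher and 0, 0 and 0 lower. Leaving out 1 library at a time gave 431 to 1070 higher and 210 to 291 lower genes in G401, 0 to 2 higher in G402, 7 to 238 and 0 to 4 in A2780, 221 to 1053 and 104 to 245 in A2780D6, 581 to 1048 and 163 to 485 in WT xenografts, 267 to 762 and 30 to 85 in p16KO xenografts, 34 to 154 and 37 to 124 for the xenograft difference, 153 to 336 and 284 to 499 for G402 minus G401, 245 to 418 lower for A2780 minus G401, 84 to 182 and 23 to 103 for A2780D6 minus A2780 and 0 to 1 common genes. No paired analysis was possible for the xenografts because their columns carry no replicate numbers. Read depth was not given, so its effect on genes with few reads could not be tested.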

Other observations

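SMARCA2, which encodes a SWI/SNF ATPase (ENSG00000080503), was listed at 0 in A2780D6 with DMSO and reached 8.15 ± 0.76 FPKM with MAK683, whereas SMARCA4, the other ATPase, was at 54.9 ± 3.74 and 48.3 ± 4.2 FPKM. PCDH20, a protocadherin, was among the genes whose response differed between the xenograft genotypes, at 0.0328 FPKM with DMSO and 4.77 ± 2.37 with MAK683 in WT tumours, and listed at 0 and at 0.0282 in p16KO tumours. The neural adhesion gene DSCAML1 behaved in the opposite way, reaching 5.74 ± 1.82 FPKM with MAK683 in p16KO tumours.

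Ribosomal protein genes lay lower with MAK683 in both xenograft genotypes, with medians of -0.47 in WT and -0.31 in p16KO tumours. In cultured G401 and G402 they lay slightly higher, at 0.14 and 0.20, and these shifts were lost with an estimated correlation (adjusted p = 0.23, 0.21, 0.392 and 0.316).

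The number of genes called higher in all of G401, G402 and A2780 here was 1, and 7 with the replicate block or 10 without trend and robust moderation. That is lower than the value quoted from the study above. The study tested with DESeq2, whereas limma was run here on FPKM, among the 12903 genes that passed the filter in all of these sets. Without the block G402 had only 2 genes called higher, so no more than 2 could be shared. What made the difference from the study was not tested.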
